A study of Mus musculus with 6 samples. Its data were reported in "Genome-wide analysis of p53 transcriptional programs in B cells upon exposure to genotoxic stress in vivo" (2015).

How the data were processed

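p53 ChIP-seq was carried out by the study on chromatin from mouse splenic B cells and non-B cells, mock or 4 h after 7 Gy of whole-body irradiation, and from total spleen of irradiated Trp53−/− mice. The series has 6 libraries, of which 5 have a peak list. The input library, sequenced without immunoprecipitation, was not used here as a list of its own. Per the methods of the study, reads were masked for low base quality, aligned with BWA to mm9, and peaks were called with MACS, 1 list per library from chromatin pooled across animals. Groups were taken from the sample labels, and each had 1 library.

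Each list gives a chromosome, start, end, peak name and 1 value per peak, without a header. From the values, the deposited column is −log10 of a peak p-value as computed by the authors. In the 4 wild-type lists the frequent values matched −log10 of the Poisson probability of consecutive whole read numbers at a single background mean, to the 2 decimals given. That mean was 0.595 reads in B cells mock, 2.03 in B cells IR, 0.535 in non-B cells mock and 2.02 in non-B cells IR, and matched 25.8, 34.5, 23.4 and 36.3% of the values below 40. With background means of 1 to 4 reads added, 56.8, 61.0, 57.3 and 60.8% were matched. The Trp53−/− list was too short to test, and its unit was assumed to be the same. The lowest values were 5.01, 5.27, 5.08, 5.27 and 5.85 in the order B cells mock, B cells IR, non-B cells mock, non-B cells IR and Trp53−/−. A peak-calling limit of 1e-08, stated in the methods of the study, corresponds to a value of 8, so it had not been applied to this column, and 31.6% of B cells mock and 4.50% of B cells IR peaks lay below it.

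The value of a peak depends on depth and local background and is not normalised between libraries, so it was used only to rank and filter peaks within a list. Read totals and summits were not used here, since the lists hold neither. The depth of the libraries is therefore unknown, and a site missing from a list may have been bound and not called. The smallest peak width differed between the mock lists (55 and 53 bp) and the wild-type IR lists (175 and 174 bp). In the irradiated Trp53−/− list it was 55 bp, as in the mock lists, so its 83 peaks and their overlaps do not stand on the same footing as the wild-type IR lists. In the caller used, this minimum is taken to follow the fragment length by which reads were extended. At the recovered background means, 7 reads gave a value of 5 in the mock lists and 11 reads in the IR lists. Peak numbers and widths may be affected by that difference, and the size of such an effect was not measured.

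Coordinates are given from 1 on mm9 (NCBIM37). All peaks on the 22 chromosomes compared ended within the reference lengths. Genes were annotated with GENCODE vM1 on that assembly (95495 transcripts). Peaks were assigned to a gene feature by their midpoint.

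Lists were compared by overlap of at least 1 bp. Intervals for shares are 95% Wilson intervals, and Clopper-Pearson for the Trp53−/− overlaps. Expected overlaps came from 100 circular shifts of the second list within each chromosome (seed 1) and are descriptive. Peaks are not replicates, so no p-value was computed across them. Quintiles were made by deposited value, with ties ordered by width. Spearman's rho was computed over mutual-best overlapping pairs. The response element was a pair of RRRCWWGYYY decamers with C at position 4 and G at position 7 of each required and at most 3 mismatches, within 300 bp of the midpoint. Windows moved by 10 kb gave the background. Promoters ran from 5 kb upstream to 2 kb downstream of any annotated transcription start site.

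The peaks named were fixed by rule before the data were examined: the 3 with the highest value per list (ties by width, then chromosome and start), those in the promoters of Cdkn1a and Mdm2, and the 3 highest compartment-specific peaks in Q5 of each IR list. The Trp53−/− clusters were named after the list was seen. Copy number was counted as exact 31-mers of either strand in the reference, as the median over a peak, for the Trp53−/− peaks and for 500 randomly drawn peaks of each wild-type list.

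Alternatives were other overlap rules, minimum values of 100 and 200, removal of peaks that overlap a Trp53−/− peak, assembled autosomes and X alone, equal list sizes, ranking by width, merging of peaks closer than 500 bp, 2 or 4 mismatches, 100 bp flanks, and other promoter windows. The minimum values of 100 and 200 had been chosen for another scale, and a minimum of 8 was added after seeing the data. The overlap, pairing, element and background-mean steps were tested on simulated lists of up to 20000 peaks and recovered 8 of 8 known quantities within 1%. The element test planted exact matches only. The background-mean test used a search that allowed whole-number means, which the search on the data left out. Its simulated values also shared a single mean more often than the lists did. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.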

Results

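The data were p53 ChIP-seq peak lists from mouse spleen. ChIP-seq sequences the DNA fragments that an antibody pulls down, here an antibody against p53, a transcription factor that is stabilised after DNA damage, and a peak is a region where such fragments pile up. Spleens were separated into B cells, selected by the surface marker B220, and the remaining non-B cells. Mice were left untreated (mock) or received whole-body irradiation with 7 Gy (IR) and were examined 4 h later. The 5 lists were B cells mock, B cells IR, non-B cells mock, non-B cells IR, and total spleen from irradiated mice without p53 (Trp53−/−), which measured what the antibody recovered without its target. Each group had 1 library, so there were no replicates, no difference between conditions could be set against a replicate spread, and all 95% intervals below cover counting error within these lists only.

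The first comparison asked how the number of p53 peaks changed with irradiation. The B cells mock list held 1413 peaks and the B cells IR list 24507, a ratio of 17.3. The non-B cells mock list held 712 peaks and the non-B cells IR list 21400, a ratio of 30.1. The Trp53−/− list held 83 peaks. Peaks were also wider after irradiation, with a median width of 340 bp in B cells IR against 95 bp in B cells mock, and 315 bp in non-B cells IR against 93 bp in non-B cells mock. The smallest peak was 175 bp and 174 bp in the B and non-B IR lists, 55 bp and 53 bp in the B and non-B mock lists, and 55 bp in the Trp53−/− list, a difference between the lists for which the ratios of peak numbers were not corrected. The setting that moved the ratios most was a deposited value of at least 100, which left 11 B cells mock and 1045 B cells IR peaks, a ratio of 95. The deposited value of a peak, the authors' own −log10 of a peak p-value, had a median of 9.08 in B cells mock, 19.5 in B cells IR, 10.8 in non-B cells mock, 19.4 in non-B cells IR and 17 in Trp53−/− spleen, and was used here only to rank or filter peaks within a list.

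**Figure D1:**
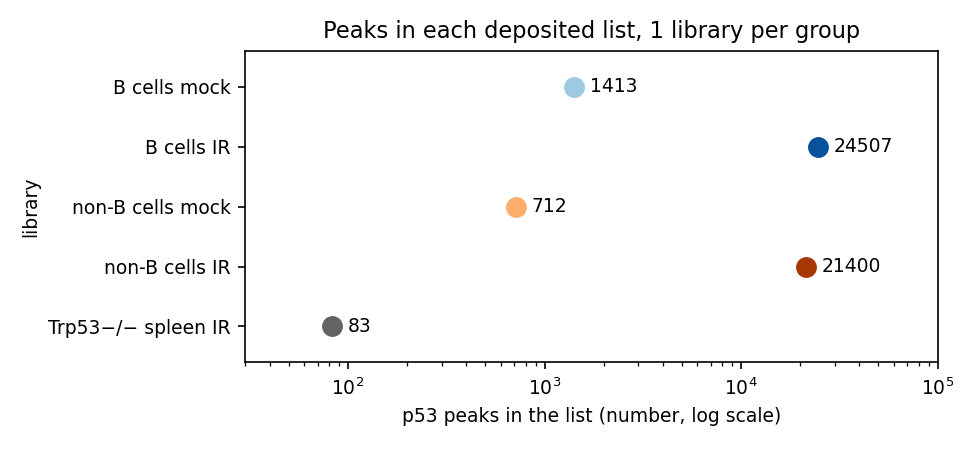
Number of p53 peaks in each of the 5 lists, on a log scale, with 1 point per library. The IR lists held 24507 and 21400 peaks, the mock lists 1413 and 712, and the Trp53−/− list 83.

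The next comparison asked whether sites bound without irradiation were found again after it. Of the 1413 B cells mock peaks, 1246 overlapped a B cells IR peak by at least 1 bp, or 88.2% (95% Wilson interval 86.4 to 89.8%). Of the 712 non-B cells mock peaks, 647 overlapped a non-B cells IR peak, or 90.9% (88.5 to 92.8%). When the IR peaks were shifted along their chromosomes 100 times, the mean overlap was 0.565% in B cells and 0.511% in non-B cells. Counted from the irradiated side, 1048 of 24507 B cells IR peaks overlapped a mock peak, or 4.28% (4.03 to 4.54%), and 519 of 21400 non-B cells IR peaks, or 2.43% (2.23 to 2.64%). With a deposited value of at least 100 required in both lists, all remaining mock peaks overlapped an IR peak, a share of 100%, and 1.05% of the B cells IR peaks overlapped a mock peak.

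IR peaks that overlapped a mock peak ranked high in their own list. Their median percentile by deposited value was 90.5 in B cells (89.5 to 91.6) and 93.9 in non-B cells (91.6 to 96.0). When each IR list was divided into quintiles by deposited value, from Q1 (lowest) to Q5 (highest), 14.8% of Q5 peaks and 0.592% of Q1 peaks in B cells overlapped a mock peak. In non-B cells the shares were 8.34% in Q5 and 0.304% in Q1. Most Q5 peaks in either compartment therefore had no mock counterpart.

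The binding profiles of the 2 compartments were then compared. After irradiation, 18045 of 24507 B cells peaks overlapped a non-B cells peak, or 73.6% (73.1 to 74.2%), and 18262 of 21400 non-B cells peaks overlapped a B cells peak, or 85.3% (84.9 to 85.8%). Shifted peaks gave a mean of 0.734% and 0.809%. In mock, 442 of 1413 B cells peaks overlapped a non-B cells peak, or 31.3% (28.9 to 33.7%), and 478 of 712 non-B cells peaks overlapped a B cells peak, or 67.1% (63.6 to 70.5%). The B cells lists were the longer ones, which lowers the share counted from their side. When the longer list was cut to the length of the shorter one by deposited value, the shares after irradiation were 79.6% for B cells and 80.9% for non-B cells, and in mock 51.1% and 56.2%.

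Overlap between compartments rose with the rank of the peak. In B cells IR it was 36.1% in Q1 (34.8 to 37.5%), 57.0% in Q2, 79.6% in Q3, 95.6% in Q4 and 99.9% in Q5 (99.76 to 99.96%). In non-B cells IR it was 63.2% in Q1 (61.7 to 64.6%), 78.4% in Q2, 88.7% in Q3, 96.7% in Q4 and 99.7% in Q5 (99.5 to 99.8%). In mock the shares ran from 9.54% in Q1 (6.64 to 13.5%) to 83.3% in Q5 (78.5 to 87.2%) for B cells, and from 44.1% (36.2 to 52.2%) to 97.2% (93.0 to 98.9%) for non-B cells. Ranking by peak width instead reduced the gap between Q5 and Q1 in non-B cells IR from 36.5 to 29.6 percentage points. Among the 17868 pairs of peaks that were each other's best overlap after irradiation, Spearman's rho between the deposited values was 0.769. This correlation is across peaks, which are not independent replicates.

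**Figure D2:**
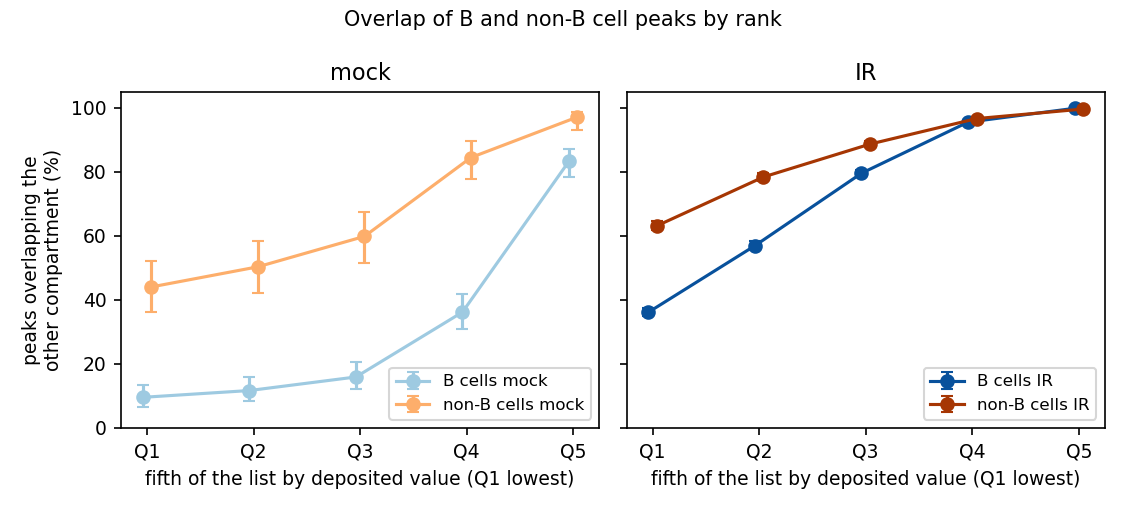
Share of peaks that overlap a peak of the other compartment, in percent, for each quintile of the list by deposited value (Q1 lowest), in mock (left) and after irradiation (right). Points are single libraries with 95% Wilson intervals, and after irradiation the shares rise from 36.1% and 63.2% in Q1 to 99.9% and 99.7% in Q5.

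Few compartment-specific peaks ranked high. Of the 4901 Q5 peaks in B cells IR, 5 had no overlap in non-B cells IR, and of the 4280 Q5 peaks in non-B cells IR, 14 had none in B cells IR. The 3 with the highest deposited value in B cells lay on mm9 (NCBIM37) chromosome X at 11700760 to 11701066 in an intron of Bcor (value 55.7), on chromosome 19 at 41690365 to 41690724 in an intron of Slit1 (44.4), and on chromosome 1 at 87477488 to 87477820 in an intron of Sp110 (41.1). The Sp110 peak held the element TGGCATGTCCAGGCATGACC at 87477648 to 87477667, with 2 mismatches to the p53 consensus. In non-B cells the 3 highest lay on chromosome 17 at 28749570 to 28749994 in an intron of Srpk1 (value 50.1), on chromosome 6 at 140656617 to 140657059 between genes (46.0), and on chromosome 15 at 80760382 to 80760697 in a UTR of Tnrc6b (46.0). The Srpk1 peak overlapped a non-B cells mock peak as well. The highest values in the whole lists were 326 in B cells IR and 621 in non-B cells IR, so these peaks were far from the top.

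The highest-valued peaks were shared between compartments and conditions. In both mock lists the first was upstream of Bbc3 on chromosome 7, at 16893537 to 16894759 in B cells (value 167) and at 16893668 to 16894868 in non-B cells (value 165). The second in both was on chromosome 1 between genes, at 156902108 to 156904365 in B cells (158) and at 156902532 to 156904177 in non-B cells (154), and it held AGACATGCCCAGGCATGTCT at 156903454 to 156903473 without a mismatch. The third was on chromosome 5 at 104161163 to 104162147 in an intron of Aff1 in B cells (143), and on chromosome 8 at 124356176 to 124356787 in an intron of Gm20388 in non-B cells (129). In B cells IR the 3 highest were in an intron of Psrc1 on chromosome 3 at 108186315 to 108188532 (326), in an intron of Fyn on chromosome 10 at 39175416 to 39177374 (326), and in an intron of Gm16197 on chromosome 17 at 29214868 to 29216713 (323). In non-B cells IR they were at Cdkn1a (621), in an intron of Tnfsf8 on chromosome 4 at 63502435 to 63504205 (607), and upstream of Sp1 on chromosome 15 at 102235352 to 102236779 (602). Each of these peaks overlapped a peak in all 4 wild-type lists and none in the Trp53−/− list.

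The promoters of Cdkn1a and Mdm2, known p53 target genes that the study examined by targeted ChIP, were looked at next. Cdkn1a lies on chromosome 17 at 29227924 to 29237667 on the plus strand. A peak over its annotated start was present at 29227655 to 29228249 in B cells mock (value 41.2), at 29226555 to 29229575 in B cells IR (318), at 29227584 to 29228063 in non-B cells mock (44.35) and at 29226546 to 29229545 in non-B cells IR (621). The response element GAACATGTCTTGACATGTTC, with 1 mismatch, lay at 29227873 to 29227892, upstream of the annotated gene start. A further peak lay within the gene, downstream of the main peak, after irradiation, at 29230051 to 29232727 in B cells (121) and at 29230144 to 29232718 in non-B cells (146), and had no counterpart in the mock lists. Mdm2 lies on chromosome 10 at 117125944 to 117147814 on the minus strand. Its promoter had no peak in B cells mock and 1 short peak at 117147125 to 117147209 in non-B cells mock (5.95). After irradiation the main peak was at 117145943 to 117147364 in B cells (224) and at 117146358 to 117147348 in non-B cells (294). Neither promoter had a peak in Trp53−/− spleen.

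**Figure D3:**
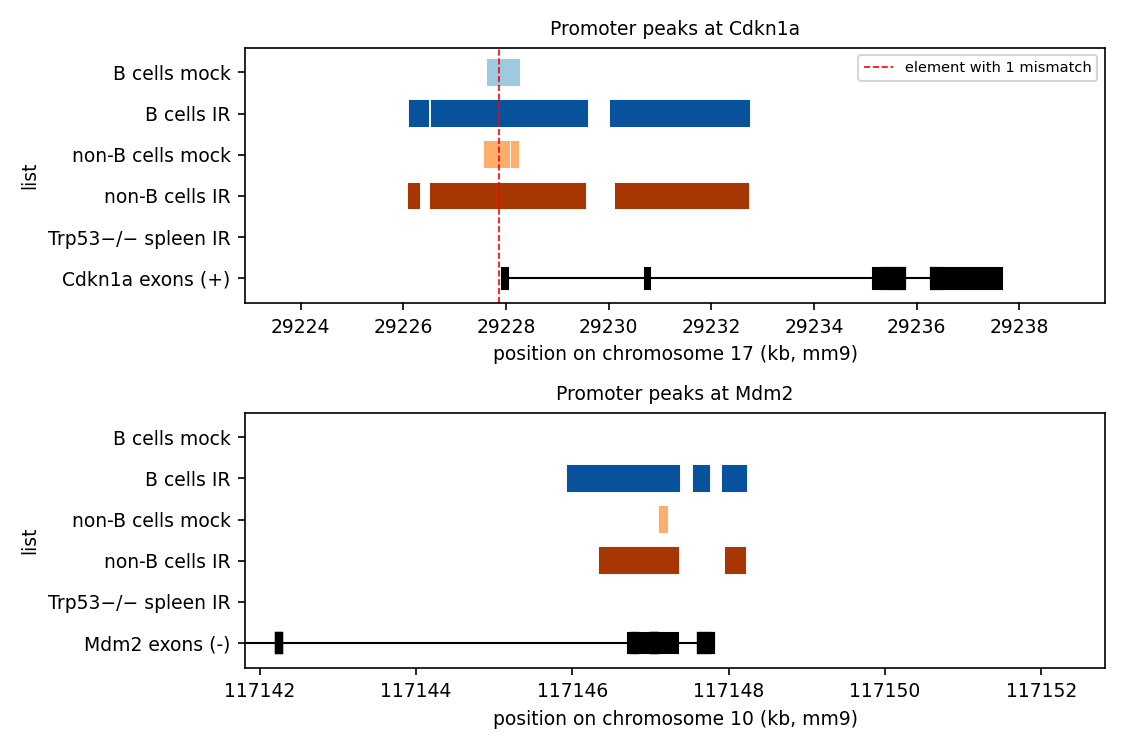
Peaks whose midpoint lay in the promoter window of Cdkn1a (top) and Mdm2 (bottom), drawn to scale in kb on mm9, with 1 row per list and the annotated exons in black; the dashed line marks the element at 29227873 to 29227892. At each locus the widest IR peak is wider than any mock peak, and the Trp53−/− rows are empty.

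The Trp53−/− library measured the background of the antibody. Of its 83 peaks, 24 overlapped a peak of at least 1 wild-type list, or 28.9% (exact Clopper-Pearson interval 19.5 to 39.9%), and 59 overlapped none. The numbers per list were 24 for B cells mock, 18 for B cells IR, 24 for non-B cells mock and 22 for non-B cells IR. The 3 highest-valued Trp53−/− peaks lay close together on chromosome 9, at 3022090 to 3022228 (44.3) and 3027111 to 3027181 (40.2) in an intron of Gm16869, and at 3025837 to 3025904 (40.3) in a coding exon annotated to Gm10717. In total 46 of the 83 peaks fell into 3 clusters that were singled out after the list was seen. These held 22 peaks on chromosome 9 between 3000020 and 3038224, 14 on chromosome 17 between 39979971 and 39985702, and 10 on chromosome 2 between 98502410 and 98507454.

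Peaks were then scanned for the unsplit p53 response element, a pair of RRRCWWGYYY decamers without a spacer, with at most 3 mismatches in the 600 bp around the midpoint. It was found in 315 of 1411 windows in B cells mock, or 22.3% (20.2 to 24.6%), against 2.84% of the same windows moved by 10 kb. The share was 15.3% in B cells IR (14.9 to 15.8%; moved 3.22%), 34.6% in non-B cells mock (31.2 to 38.2%; moved 2.53%) and 15.4% in non-B cells IR (14.9 to 15.9%; moved 3.31%). In Trp53−/− spleen 1 of 82 windows had it, or 1.22% (0.216 to 6.59%). In the IR lists the shares moved most with at most 4 mismatches, to 22.9% in B cells IR against 10.1% in moved windows. In the mock lists they moved most when the element had to lie within 100 bp of the midpoint, to 12.5% in B cells and 18.4% in non-B cells.

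The share with an unsplit element was higher in Q5 than in Q1 in each wild-type list, but the rise was not even. In B cells IR it was 8.73% in Q1 (7.97 to 9.56%), 11.02% in Q2, 10.5% in Q3, 13.4% in Q4 and 33.0% in Q5 (31.7 to 34.3%). In non-B cells IR it was 9.28% in Q1 (8.44 to 10.2%), 12.5% in Q4 and 33.6% in Q5 (32.2 to 35.0%). In B cells mock it was 12.4% in Q1, 23.05% in Q4 and 46.1% in Q5. In non-B cells mock it was 26.8% in Q1, 25.2% in Q2 and 24.6% in Q3, and then 46.5% in Q4 and 50% in Q5. The median deposited value of B cells IR peaks was 31.7 with the element and 18.4 without it, and in non-B cells IR it was 31.5 and 18.4.

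**Figure D4:**
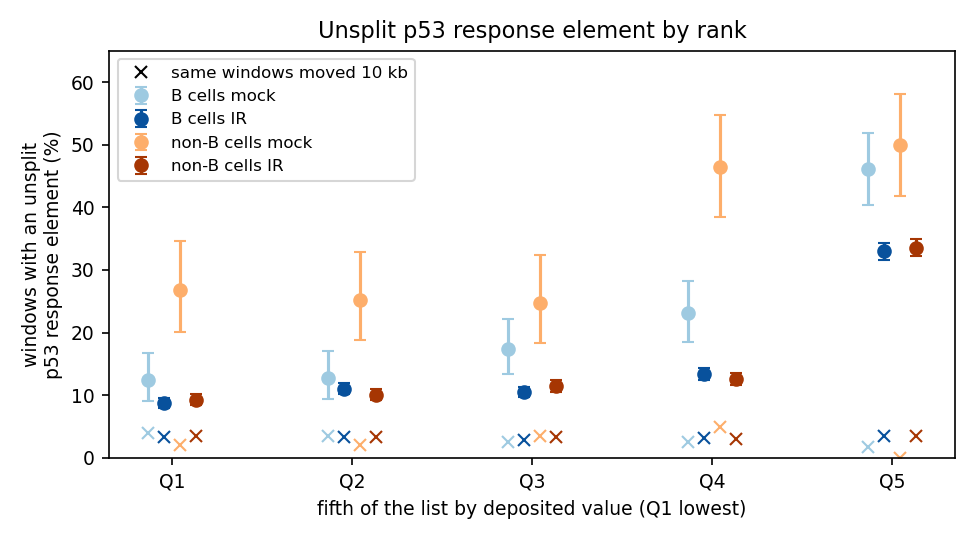
Share of 600 bp windows with an unsplit p53 response element, in percent, by quintile of each wild-type list (Q1 lowest). Circles are single libraries with 95% Wilson intervals and crosses are the same windows moved by 10 kb; in B cells IR the share is 8.73% in Q1, 13.4% in Q4 and 33.0% in Q5, while moved windows stay near 3%.

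The position of the peaks relative to genes was compared last. The midpoint lay from 5 kb upstream to 2 kb downstream of an annotated transcription start site in 38.9% of B cells mock peaks (36.3 to 41.4%), 47.6% of B cells IR peaks (47.0 to 48.2%), 38.5% of non-B cells mock peaks (35.0 to 42.1%) and 49.5% of non-B cells IR peaks (48.8 to 50.1%). Shifted peaks gave means of 12.9 to 13.1% for the wild-type lists. With a window of 1 kb on either side the share in B cells IR was 36.2%. In Trp53−/− spleen 40 of 83 peaks lay in promoters, or 48.2% (37.8 to 58.8%), but outside the 3 clusters 4 of 37 did, or 10.8% (4.29 to 24.7%). The unsplit element was less frequent at promoters than elsewhere. It was found in 7.54% of promoter windows (7.07 to 8.03%) and 22.4% of distal windows (21.7 to 23.1%) in B cells IR, and in 7.36% (6.88 to 7.88%) and 23.2% (22.4 to 24.02%) in non-B cells IR.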

Values the study reported

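The study reported that the number of p53 binding sites went from around 1,000 before irradiation to more than 20,000 after it in either compartment. It gave an overlap of 75-85% between B and non-B cells in the irradiated samples. It found the unsplit response element in about 12 to 32% of binding sites, and the motif with a spacer of 1-15 nt in another 15 to 22%.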

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

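The minimum deposited value of 8 was chosen after seeing the data, and the other alternatives were set before the data were examined. Of 165 recomputed values that answer a comparison, 92 stayed within their 95% interval or, for counts and ratios, within 1.5 times. None changed sign. The peak numbers, their ratios and the overlap results stayed within those limits when peaks overlapping a Trp53−/− peak were removed and when assembled autosomes and X alone were used, and so did the peak numbers and ratios when peaks closer than 500 bp were merged. These settings were not run for the element and promoter shares. The Trp53−/− overlap with any wild-type list stayed within 1.5 times of 24 under each rule tried. No paired analysis was possible because each group had 1 library, and for the same reason no library could be left out and no other splits of the samples exist.

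A minimum value of 100 moved the most results, by its own construction: it left 11 B cells mock, 1045 B cells IR, 12 non-B cells mock, 936 non-B cells IR and 0 Trp53−/− peaks. The ratios of peak numbers became 95 and 78. The mock shares found again after irradiation became 100% in B cells and 100% in non-B cells, the IR shares with a mock peak 1.05% and 1.28%, and the median percentile in B cells 81.3. The shares between compartments became 75.8% and 84.7% after irradiation and 90.9% and 83.3% in mock, for B and non-B cells. The gaps between Q5 and Q1 became 33.3 points in B cells mock, 33.3 in non-B cells mock, 59.8 in B cells IR and 41.5 in non-B cells IR, and rho 0.788. With 11 and 12 mock peaks the mock values rest on very few peaks. A minimum of 200 left 253 B cells IR and 361 non-B cells IR peaks, with 0 in B cells mock, 0 in non-B cells mock and 0 in Trp53−/−, so no ratio could be given.

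A minimum value of 8 changed the IR shares with a mock peak to 3.06% in B cells and 2.04% in non-B cells, the B cells mock share in non-B cells mock to 37.3%, the median percentile in B cells to 92.5, and the gaps between Q5 and Q1 to 85.5 points in B cells mock and 63.7 in non-B cells mock. The number of peaks stayed within 1.5 times. Equal list sizes, which remove the lowest peaks of the longer list, gave compartment shares of 79.6% and 80.9% after irradiation and 51.1% and 56.2% in mock.

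Overlap of at least 50% of the shorter peak gave 88.5% of non-B cells mock peaks found again, shares between compartments of 73.0% (B cells IR), 84.6% (non-B cells IR) and 62.5% (non-B cells mock), and gaps of 62.2 points in non-B cells mock, 65.9 in B cells IR and 39.2 in non-B cells IR. Midpoints within 500 bp gave 87.8%, then 74.6% (B cells IR), 38.9% (B cells mock) and 74.7% (non-B cells mock), with gaps of 66.4 points in B cells mock, 41.2 in non-B cells mock, 59.9 in B cells IR and 34.2 in non-B cells IR. Ranking by width gave gaps of 66.4, 60.6 and 29.6 points in B cells mock, B cells IR and non-B cells IR. In all of these the overlap was higher in Q5 than in Q1. The cause of these shifts was not tested.

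With at most 2 mismatches the unsplit element was found in 18.6% of B cells mock, 10.1% of B cells IR, 29.3% of non-B cells mock, 10.4% of non-B cells IR and 0% of Trp53−/− windows, and with at most 4 in 27.3% of B cells mock, 22.9% of B cells IR and 22.6% of non-B cells IR. Within 100 bp of the midpoint the shares were 12.5, 11.4, 18.4, 11.6 and 0% in the same order of lists. In the wild-type lists moved windows lay lower under each of these, at most 10.3% with 4 mismatches, while in Trp53−/− the moved share was also 0% with at most 2 mismatches and within 100 bp. A promoter window of 1 kb on either side gave 25.9% in B cells mock, 36.2% in B cells IR, 26.3% in non-B cells mock, 38.7% in non-B cells IR and 33.7% in Trp53−/−, and counting any overlap with the wider window gave 48.3% in B cells IR. A narrower window or stricter match removes hits by construction. Among 152 other recomputed values, single quintiles and Trp53−/− overlaps per list, 49 moved, 35 upward and 14 downward.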

Other observations

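The tests on the depth of the mock libraries, a common loss of signal, the calling limit between compartments, the 1 bp spacer, promoter peaks of 100 or more, and the copies of Trp53−/− peaks absent from the wild-type lists were chosen after the result was seen.

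More peaks after irradiation than in mock were found in both compartments, and the smallest peak was 3.18 times wider in B cells IR than in B cells mock and 3.28 times wider in non-B cells IR than in non-B cells mock. A shorter fragment extension alone was assumed to leave nearly all strong IR peaks detectable in mock, and its effect on detection was not measured. Of the 1981 IR peaks with a deposited value of 100 or more, 1414 had no mock peak, or 71.4% (69.3 to 73.3%). If the assumption holds, this argues against a shorter extension as the whole explanation. A lower depth of the mock libraries would give a background many times lower, but the background mean per kb of smallest width in B cells mock was 0.934 times that in B cells IR, and 0.871 times in non-B cells. That mean may come from an input library that the lists share. In these lists, lower mock depth cannot be told apart from irradiation. A common loss of signal at all sites was also tested. It would leave hardly any weak IR peak with a mock peak. Of 23697 IR peaks below 20 and away from Trp53−/− peaks, 178 had one, or 0.751% (0.649 to 0.869%). Among the 110 of these in B cells, 1 held an unsplit element, against 9.96% of all such weak B cells IR peaks. Among the 68 in non-B cells, 5 did, or 7.35% (3.18 to 16.1%), no clear difference from 9.997% of all such weak peaks there. Part of those in B cells may be background calls, and the others are unexplained. An increase with irradiation in equal proportion at all sites would also leave few weak IR peaks with a mock peak. The 178 therefore do not separate such an increase from a common loss, and no conclusion is drawn from them. Each condition is a single library in each compartment, and the sample labels name no source of a common loss. From these lists alone, induction by irradiation, which the design names, stays open and was not tested separately. The study gave evidence of induction that does not rest on peak numbers. It reported p53 stabilisation by western blot, and targeted ChIP at Cdkn1a and Mdm2 as percent of input. It also showed read counts normalised to library size at bound sites of chromosome 1.

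Irradiated peaks listed in 1 compartment only numbered 6462 in B cells and 3138 in non-B cells. Their median deposited value was 11.6 and 11.2, against 25.3 and 21.8 for shared peaks, and 81.1% and 79.6% of them lay in Q1 or Q2. Most may be sites close to the calling limit in the other compartment, but that would leave none in Q5, and 19 lay there (5 in B cells IR and 14 in non-B cells IR). Peak boundaries that split or shift between the lists would place a peak of the other list within 1 kb of most of these, and 0 of the 19 had one. A difference between the cell populations stays open for these 19 peaks and was not tested. Specific peaks held an unsplit element in 10.8% of cases in B cells (10.02 to 11.5%) and 7.17% in non-B cells (6.32 to 8.13%), against 16.95% and 16.8% of shared peaks. This contrast was not matched for rank. All B cells IR peaks held it in 8.73% in Q1, 11.02% in Q2 and 33.0% in Q5, so in B cells the contrast may only reflect rank. In non-B cells IR the shares were 9.28% in Q1 and 10.05% in Q2, above that of the specific peaks.

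The Trp53−/− list was examined for sequence present in many copies in the genome. The median copy number of 31-mers was 1 over its 83 peaks and also 1 in windows moved by 10 kb, while 34 of the 83 peaks, or 41.0% (31.01 to 51.7%), and 45.1% of the moved windows had a median above 1. In 500 sampled peaks of each wild-type list that share was 2.0 to 6.2%. The Trp53−/− peaks were uneven in this. In the chromosome 17 cluster 0 of 14 had a median above 1. The number was 4 of 10 in the chromosome 2 cluster, 10 of 22 in the chromosome 9 cluster and 20 of 37 outside the 3 clusters. Copies in the reference are a lower limit, because repeated sequence can be collapsed in an assembly, and moved windows of the chromosome 9 cluster, which spans 38.2 kb, can fall back into it, so the explanation stays open for the whole list. For the 59 peaks in no wild-type list, 54.2% had a median copy number above 1 (41.7 to 66.3%), above the sampled wild-type peaks and not clearly above the moved windows, which is consistent with repeated sequence in and around that part. Of the 24 peaks that overlapped a wild-type peak, 2 had more than 1 copy, and 18 overlapped a peak in all 4 wild-type lists. These 18 are regions where the wild-type lists may hold signal that does not need p53. No biological explanation was tested.

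Mock peaks absent after irradiation numbered 167 in B cells and 65 in non-B cells. An unsplit element was found in 3.61% of those in B cells (1.67 to 7.66%), against 3.59% of the same windows moved by 10 kb and 24.8% of mock peaks also found after irradiation. In non-B cells the share was 3.08% (0.848 to 10.5%) against 37.8%. This is consistent with background calls of the mock lists, although 57 of the 167 B cells peaks overlapped a non-B cells mock peak and 42 of the 65 non-B cells peaks overlapped a B cells mock peak, so the calls were not random. Their median deposited value was 10.7 and 10.8, no lower than that of the other mock peaks (9.08 and 10.8). In B cells 6 of them overlapped a Trp53−/− peak, or 3.59% (1.66 to 7.62%), against 0.642% (0.326 to 1.26%) of the mock peaks also found after irradiation. In non-B cells 2 did, or 3.08% (0.848 to 10.5%), against 1.70% (0.952 to 3.02%), and these intervals overlapped. Loss of binding with irradiation was not tested.

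Response elements with a spacer of 1 to 15 bp were scanned as well, with at most 3 mismatches. Of B cells IR windows without an unsplit element, 36.2% held one (35.6 to 36.9%), against 33.5% of moved windows and 34.0% for spacers of 16 to 30 bp in the same windows. Chance matches of this loose consensus may therefore account for most such hits, but not for all after irradiation, since the interval lay above both. In B cells mock the share was 30.5% (27.8 to 33.3%), no higher than the 32.7% of moved windows. With at most 2 mismatches, 561 B cells IR windows had an element at a spacer of 1 bp. Each spacer of 16 to 30 bp gave 211 to 383, which argues against chance alone for 1 bp after irradiation. In non-B cells IR the number at 1 bp was 449 against 181 to 357. In the mock lists it did not exceed the range, with 24 against 12 to 30 in B cells and 15 against 6 to 20 in non-B cells. These counts include windows that also hold an unsplit element. Part of the lead in B cells IR may be chance, since moved windows also had more at 1 bp (252) than at 16 to 30 bp (at most 244). In non-B cells IR moved windows did not (196 against at most 212). Spacers of 2 to 15 bp gave 247 to 453 windows in B cells IR, and 4 of them exceeded 383. In non-B cells IR they gave 216 to 397, and 2 exceeded 357. In B cells mock they gave 10 to 40, and 2 exceeded 30. In non-B cells mock they gave 5 to 30, and 1 exceeded 20. The range for 16 to 30 bp is therefore not a firm limit for other spacers, in mock as well. Spaced elements without an unsplit one made up 30.7% of all B cells IR windows with at most 3 mismatches and 11.98% with at most 2. The first share is higher and the second lower than the range quoted from the study above, so the direction depends on the mismatch limit.

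Promoter peaks without an unsplit response element within 300 bp of the midpoint numbered 10782 in B cells IR and 9804 in non-B cells IR. An element farther from the midpoint of a wide peak was not counted. At Mdm2, GGACGTGTCCCAACTTGACC (3 mismatches, 117147161 to 117147180) lay within the main IR peak of each compartment but outside the scanned windows. Antibody background at open chromatin could place promoter peaks without an element, and 48.2% of the Trp53−/− peaks lay in promoters. Outside the 3 clusters 10.8% did (4.29 to 24.7%), near the 12.3% of shifted peaks, and 4 of the 10782 and 3 of the 9804 overlapped a Trp53−/− peak. The Trp53−/− list is short and its depth unknown, so weak background may have gone uncalled and it cannot be told apart from p53 binding for the weak peaks. Of the 218 such peaks with a deposited value of 100 or more, 141 were in neither the mock nor the Trp53−/− list, or 64.7%. The interval was 58.1 to 70.7%, and 1 of the 218 was in the Trp53−/− list. In mock 77 of the 218 had a peak, or 35.3% (29.3 to 41.9%). Background that does not need p53 would be seen in mock more often than binding at elements. The share with a mock peak was 36.9% without the element (28.5 to 46.2%) and 32.7% with it (25.7 to 40.5%) in B cells, and 33.6% and 27.1% in non-B cells. These intervals overlapped, so no such excess was shown. Background called in the Trp53−/− list accounts for at most 1 of the 218. A shorter fragment extension alone was assumed above to leave nearly all peaks of this value detectable in mock, which was not measured. The depths of the mock and Trp53−/− libraries are unknown, so absence from both lists does not exclude antibody background. From these lists alone, such background cannot be told apart from p53 binding for the 218 either. The 218 include the main Mdm2 peaks after irradiation (224 in B cells and 294 in non-B cells). At Mdm2 the study reported irradiation-induced p53 binding by targeted ChIP, and no signal in Trp53−/− spleen. For Mdm2 that argues against antibody background.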
